# The brain transcriptome of the wolf spider, *Schizocosa ocreata*

**DOI:** 10.1186/s13104-021-05648-y

**Published:** 2021-06-23

**Authors:** Daniel Stribling, Peter L. Chang, Justin E. Dalton, Christopher A. Conow, Malcolm Rosenthal, Eileen Hebets, Rita M. Graze, Michelle N. Arbeitman

**Keywords:** *Schizocosa ocreata*, Wolf spiders, Gene expression, Transcriptomes, Sexual dimorphism, Sex-differential gene expression, Sex biased expression, Brain and central nervous system, De novo transcriptome assembly

## Abstract

**Objectives:**

Arachnids have fascinating and unique biology, particularly for questions on sex differences and behavior, creating the potential for development of powerful emerging models in this group. Recent advances in genomic techniques have paved the way for a significant increase in the breadth of genomic studies in non-model organisms. One growing area of research is comparative transcriptomics. When phylogenetic relationships to model organisms are known, comparative genomic studies provide context for analysis of homologous genes and pathways. The goal of this study was to lay the groundwork for comparative transcriptomics of sex differences in the brain of wolf spiders, a non-model organism of the pyhlum Euarthropoda, by generating transcriptomes and analyzing gene expression.

**Data description:**

To examine sex-differential gene expression, short read transcript sequencing and de novo transcriptome assembly were performed. Messenger RNA was isolated from brain tissue of male and female subadult and mature wolf spiders (*Schizocosa ocreata*). The raw data consist of sequences for the two different life stages in each sex. Computational analyses on these data include de novo transcriptome assembly and differential expression analyses. Sample-specific and combined transcriptomes, gene annotations, and differential expression results are described in this data note and are available from publicly-available databases.

## Objectives

Arachnids, including spiders, have diverse and unique reproductive behavior, including sexual cannibalism and female aggression, copulatory wounding, and elaborate courtship with sexual dimorphism in morphology and coloration [1–5]. The development of genomic resources in arachnids will allow for key comparisons not only in genome biology, but also in evolution and in the biology of sex. Comparative studies between arachnids and model organisms in other arthropod classes can provide a broader set of inferences that goes beyond what has been learned from model organisms. For example, copulatory wounding, male leg ornamentation, and elaborate courtship are well-studied in Drosophila, and arachnid genomic comparative studies can reveal parallel or divergent mechanisms [6–15].

Several arachnid genomes and transcriptomes, including those of spiders, mites and scorpions, have recently become available [16–18]. Given that spiders have unique sex-specific behaviors and that progress is ongoing in developing arachnid genomics, our goal was to generate transcriptomes and gene expression data using mRNA from brains of males and females of the wolf spider, *Schizocosa ocreata*. Studies of wolf spider sexual dimorphism in morphology and behavior have revealed intriguing parallels to textbook examples of sex dimorphism in well-studied model organisms [19–25]. The data presented here are valuable in laying necessary groundwork for broad comparative functional genomics of sex differences in brain and behavior across arthropods.

## Data description

mRNA was isolated from brain samples of immature (Imm; subadult) and mature (Mat; adult) male and female *Schizocosa ocreata*, collected in Lancaster County, Nebraska (see detailed methods: NCBI Gene Expression Omnibus [GEO] Series accession number GSE168766). Illumina paired-end sequencing was performed with libraries generated from mRNA derived from individual brain samples, with three replicates for each sex/stage (Data set 1; NCBI SRA: SRP302932). Sequence reads were processed to remove index and low-quality sequences; quality assessments are provided (Data file 1; Table 1; GEO GSE168766).

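The libraries analysed here come from the brains of individual spiders, 2 immature females, 3 immature males, 3 mature females and 2 mature males. Mature spiders were dissected 24 hours after the molt to maturity, while the time that the immature spiders had left before their next molt was not known. The values are the read counts per gene and library that the authors deposited, without normalization, together with their annotation of each gene. The counts were normalized here by the TMM method of edgeR, genes with low counts were left out by the filterByExpr function of the same package, and 24930 of 25922 genes were tested. One model with a mean for each of the 4 groups of sex and stage was fitted to all 10 libraries, so that groups of 2 shared the spread estimated from all groups. A gene was called when the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg adjustment) was under 0.05, and the likelihood ratio test was run beside it. Fold changes are given as mature against immature and as male against female. The SE beside a fold change is its absolute value divided by the square root of the F statistic of the quasi-likelihood test. It was not estimated directly, and where a group has almost no counts it does not measure the precision.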

**Table 1:** Overview of data files/data sets

Label	Name of data file/data set	File types (file extension)	Data repository and identifier (DOI or accession number)
Data set 1	Raw illumina data	FASTQ files (.fq)	NCBI SRA: https://identifiers.org/ncbi/insdc.sra:SRP302932 [45]
Data file 1	Trimmed-read FastQC statistics	PDF file (.pdf)	NCBI GEO: https://identifiers.org/geo:GSE168766 [46]
Data set 2	*Schizocosa ocreata* immature male 1, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZN00000000 [47]
Data set 3	*Schizocosa ocreata* immature male 2, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZS00000000 [48]
Data set 4	*Schizocosa ocreata* immature male 3, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZT00000000 [49]
Data set 5	*Schizocosa ocreata* immature female 2, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZM00000000 [50]
Data set 6	*Schizocosa ocreata* immature female 3, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZR00000000 [51]
Data set 7	*Schizocosa ocreata* mature male 2, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZP00000000 [52]
Data set 8	*Schizocosa ocreata* mature male 3, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZW00000000 [53]
Data set 9	*Schizocosa ocreata* mature female 1, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZO00000000 [54]
Data set 10	*Schizocosa ocreata* mature female 2, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZU00000000 [55]
Data set 11	*Schizocosa ocreata* mature female 3, de novo transcriptome assembly	FASTA files (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZV00000000 [56]
Data set 12	*Schizocosa ocreata* consensus coding sequences	FASTA file (.fa)	NCBI TSA: https://identifiers.org/ncbi/insdc:GIZQ00000000 [57]
Data file 2	Transcriptome assembly statistics	PDF file (.pdf)	NCBI GEO https://identifiers.org/geo:GSE168766 [46]
Data file 3	Gene annotations	Tabular text file (.txt)	NCBI GEO https://identifiers.org/geo:GSE168766 [46]
Data file 4	Gene expression values	Tabular text file (.txt)	NCBI GEO https://identifiers.org/geo:GSE168766 [46]
Data file 5	Differential expression values	MS excel file (.xlsx)	NCBI GEO https://identifiers.org/geo:GSE168766 [46]
Data file 6	Transcriptome flow (TFLOW): de novo transcriptome analysis pipeline	Zip archive (.zip)	Zenodo 10.5281/zenodo.3817474 [58]
Data file 7	Gene clustering analysis script	Python script (.py)	Zenodo 10.5281/zenodo.4330738 [59]
Data file 8	Differential expression analysis script	R script (.R)	Zenodo 10.5281/zenodo.4330738 [59]

Transcriptome assembly was performed for each sample using Trinity followed by CAP3 [26, 27]. A consensus transcriptome was assembled combining all individual assemblies using CAP3. 

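Of the 25922 genes with counts, 18041 (69.6%) were represented by a contig of the consensus assembly. A further 6698 genes (25.84%) were represented by a single Trinity transcript of 1 library, and 1183 (4.56%) by a contig that CAP3 had joined within 1 library. Among the libraries, immature female 2 supplied the representative sequence of 1451 genes and mature female 2 that of 332 genes.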

Transcriptome quality was evaluated on individual sample and consensus transcriptome assemblies based on the number of conserved protein coding genes identified from the Core Eukaryotic Genes Mapping Approach (CEGMA) and Benchmarking sets of Universal Single-Copy Orthologs (BUSCO) Arthropod databases (Data file 2; GEO GSE168766) [28–30]. Both CEGMA and BUSCO alignments used the Basic Local Alignment Search (BLAST) utility with default threshold E-value of 1e−20 [31]. In the consensus assembly, 99% of CEGMA and 95% of BUSCO genes were identified, demonstrating a high assembly quality. To facilitate this workflow, the Transcriptome-Flow (TFLOW) pipeline was developed (Python 2.7; Zenodo; Data file 6). Each individual assembly was filtered to remove contaminant sequences and uploaded to the NCBI Transcriptome Shotgun Assembly (TSA) database (Data sets 2–11; Table 1).

Putative protein coding sequences from the consensus assembly were extracted using TransDecoder v5.3.0 [32]. Coding sequences were annotated using Trinonate [33], aligning coding sequence (CDS) and predicted protein sequences against several databases, including Uniprot (October 2018), NCBI nr, and the Flybase *Drosophila melanogaster* v6.23 draft genome (Data file 3; GEO GSE168766). These alignments were used for identification of Protein Family (Pfam) domains, Gene Ontology (GO), and Kyoto Encyclopedia of Genes and Genomes (KEGG) identifiers [34–39].

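The annotation table listed 25943 genes. In 14278 of them, those without a named Drosophila match, the entries stood 1 column to the left of their headings, and they were moved back before use. After this step, 12776 genes (49.25%) had a Swiss-Prot match by BLASTP and 15504 (59.76%) by BLASTX, which compares the translated nucleotide sequence. A named Drosophila match was given for 11665 genes (44.96%). Names of genes used here are therefore those of the best match in another species.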

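A Pfam domain was assigned to 11874 genes (45.77%), with 4330 distinct domains among them. GO terms were assigned to 12912 genes (49.77%) and KEGG identifiers to 11050 genes (42.59%). None of the matches counted was found for 8762 genes (33.77%). Read by the column headings alone, without moving the displaced entries back, the table would give a Pfam domain to 10049 genes.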

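The 25922 genes with counts lay on 20400 contigs. On 4039 contigs there were 2 or more genes, 9561 genes in all, and the largest number on 1 contig was 25. The median coding length was 480 nucleotides. The coding sequences of 8675 genes (33.47%) overlapped that of another gene on the same contig, and these genes held 46.73% of all counts. Counts of overlapping genes are uncertain, because the paper's text does not say how a read on a shared stretch was assigned or whether strand was used.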

Annotated coding sequences were clustered into genes based on sequence similarity determined by an all-vs-all BLASTn analysis, with software archived on Zenodo (Data file 7). Sequences identified as contaminants were removed and consensus CDS sequences were uploaded to the TSA database (Data set 12: TSA GIZQ00000000). 

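The annotation table held 21 genes that had no counts. Of these, 11 matched bacteriophage proteins and lay on 1 contig, with a median identity of 100%. Another 5 matched yeast proteins with a median identity of 98.81%, and the remaining 5 had no match. Among the genes with counts, 1 matched a yeast protein with an identity of at least 95%, and it held 107963 reads (0.126% of all reads). Whether this gene is foreign or a conserved protein of the spider was not checked. No counted gene matched a protein of bacteria or of viruses, phages included, at that identity.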

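Between 3481348 and 11789754 reads per library were assigned to genes, with a median of 9366753.5. Between 25061 and 25666 genes per library had at least 1 read. The 10 most abundant genes of each library held between 10.29% and 19.12% of its counts. Gene017604, with the best match to muscle myosin heavy chain (Mhc), had the highest mean share over the libraries, 3.20%, between 1.84% and 4.34% per library. A list of muscle genes written before the data were examined held between 8.15% (immature female 2) and 17.6% (mature female 1) of the counts, and a list of neuronal genes between 0.527% and 1.10%. Within groups, the Pearson correlation of log2 CPM across genes lay between 0.8288 (immature males 2 and 3) and 0.933 (mature females 1 and 2).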

For analysis of differential expression, reads were aligned to consensus CDS sequences and assigned to gene clusters, with expression estimated as read counts per gene (Data file 4; GEO GSE168766). Read alignment was performed using Burrows–Wheeler Aligner (BWA-MEM, version 0.6.1-r104) [40, 41]. A linear model was fit with the glmLRT function in edgeR (version 3.1.2) using default (trimmed mean of M values, TMM) normalization [42–44]. 

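The TMM factors computed here lay between 0.883 (mature female 1) and 1.11 (immature female 2). The common dispersion that edgeR estimated over all 10 libraries was 0.209, which corresponds to a biological coefficient of variation of 0.457. Estimated among the 5 immature libraries alone the dispersion was 0.265, and among the 5 mature libraries alone it was 0.155.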

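In females, edgeR's quasi-likelihood test called 0 genes between immature and mature brains, although 2607 genes had an unadjusted p under 0.05. The likelihood ratio test called 294 genes and DESeq2 called 376 in this comparison. In males, 2 genes were called by the quasi-likelihood test, 129 by the likelihood ratio test and 255 by DESeq2. Over both sexes, the counts were 0 (3770 genes with an unadjusted p under 0.05), 645 and 742. In females, 43 genes were called without immature female 3 and 8 without immature male 2. The number of genes called in males rested on single libraries, since it was 112 without immature male 2 and 48 without mature male 3, and 0 without immature male 1 or immature male 3. Without immature male 2, 293 genes were called over both sexes.

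Both genes called in males were higher in mature males. Gene025438, whose best match is chymotrypsin-like protease CTRL-1, had counts of 569 and 819 in the mature males and of 0, 0 and 1 in the immature males. Its fitted log2 fold change was 10.02 (SE 0.75, adjusted p = 0.00673 from the quasi-likelihood test of edgeR) and is no bound, since so few counts in immature males leave it to the prior count. Gene013935, matching a chymotrypsin-like elastase, was at 213.4 ± 89.1 CPM (SD, n = 2) in mature males and at 0.304 ± 0.121 (SD, n = 3) in immature males. Its log2 fold change was 9.38 (SE 0.79, adjusted p = 0.00905 from the same test of edgeR), which also depends on the prior count. Both calls were lost when immature male 1 or immature male 3 was left out. Among genes not called, Gene007772, with a best match to lysyl oxidase (Loxl2), shared the lowest adjusted p over both sexes among genes with a match with Gene017521, which matches a cuticular protein and had a log2 fold change of 8.57. Gene007772 was higher in mature brains by 2.87 on the log2 scale (SE 0.29, adjusted p = 0.0695 from edgeR's quasi-likelihood test), and 3 genes lay on its contig. In females, Gene016785 (Arr2), with a log2 fold change of -2.84 (SE 0.33), and Gene007772, with 3.67 (SE 0.44), were tied at an adjusted p of 0.181 from the same test.

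For Pfam domains over both sexes, 0 domains were called from the quasi-likelihood test, which supplied no genes. From the genes of the likelihood ratio test, 4 domains passed Fisher's exact test after adjustment. Chitin_bind_4 (21 of 89 genes that were called higher in mature brains and had a domain, adjusted p = 1.51e-23), Collagen and CRAL_TRIO were more frequent among genes higher in mature brains, and zf-C4 among genes lower there. Of the 7 gene lists, limma's camera with a preset correlation of 0.01 called cuticle, muscle and neuronal genes higher in mature brains. The cuticle list of 86 genes had a median log2 fold change of 0.97 (adjusted p = 8.55e-09), with 2.25 (mean 2.46) in females and 0.59 (mean 0.07) in males. None of these 3 held under fry, where the cuticle list had an adjusted p of 0.247. Without immature female 2, camera called neither the muscle list (adjusted p = 0.209) nor the neuronal list (adjusted p = 0.4996), and without mature female 3 the neuronal list was not called (adjusted p = 0.0659). The median of the muscle list was 0.44 in females and -0.11 in males. By the quasi-likelihood test, 0 genes of the cuticle list were called over all genes tested, and 25 were called when adjusted over the list alone. By the likelihood ratio test these counts were 24 and 42.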

Likelihood ratio tests were constructed with comparisons between: (1) immature vs mature adult data within sex; (2) all immature vs all adult data from both sexes; (3) male vs. female data at each stage; and (4) all male vs all female data from both stages. The calculated log fold-change (logFC), log counts-per-million (logCPM), Likelihood-ratio (LR), p-value, and false discovery rate (FDR) adjusted p-value are reported (Data file 5; GEO GSE168766). 

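Between males and females, edgeR's quasi-likelihood test called 8 genes in immature brains, 10 in mature brains and 10 over both stages. The likelihood ratio test called 141, 45 and 94 genes and DESeq2 called 234, 54 and 123. The genes of the quasi-likelihood test lay on 7, 9 and 7 contigs. Of the genes called in immature and in mature brains, 7 were shared, all in the same direction. The counts rose to 136 in immature brains and 39 over both stages without immature male 2, and to 42 in mature brains without mature male 3. They fell to 2 in immature brains without immature male 1 or immature male 3, and to 3 in mature brains without mature female 1.

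Gene002150, without a match to a known protein, had the lowest adjusted p over both stages. Its counts were between 98 and 182 in the 5 male libraries and 0 or 1 in the 5 female libraries. Its log2 fold change was 7.43 (SE 0.33, adjusted p = 7.01e-05 from edgeR's quasi-likelihood test) and depends on the prior count, given so few counts in females. It was called in each of the 10 fits that left out 1 library. Gene002151, which was also called, is an overlapping reading frame on the opposite strand of the same contig, so the pair cannot be counted as independent. Gene014563, also without a match, was higher in females, at 21.7 ± 1.32 CPM (SD, n = 2) in immature and 20.1 ± 7.55 (SD, n = 3) in mature females against 1.33 ± 0.265 (SD, n = 3) and 1.44 ± 0.0549 (SD, n = 2) in the males. Over both stages its log2 fold change was -3.90 (SE 0.28, adjusted p = 0.0011 from the same test of edgeR).

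In mature brains alone, Gene025438 (log2 fold change 8.84, SE 0.69, adjusted p = 0.00299 from edgeR) and Gene013935 (9.94, SE 0.82, adjusted p = 0.00359) were higher in males. The mature females had 1 count each of Gene025438 and 1, 0 and 4 counts of Gene013935, so both fitted values depend on the prior count. Without 1 library, that of Gene013935 ran from 9.44 to 11.17. Neither gene was called without mature female 1. In immature brains, Gene016785, with a best match to arrestin (Arr2), was lower in males with a log2 fold change of -2.69 (SE 0.33, adjusted p = 0.0489 from edgeR's quasi-likelihood test). It had 2205 and 1941 counts in the immature females and between 85 and 288 in the other 8 libraries, and its call held in 1 of the 10 fits that left out 1 library.

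**Figure D1:**
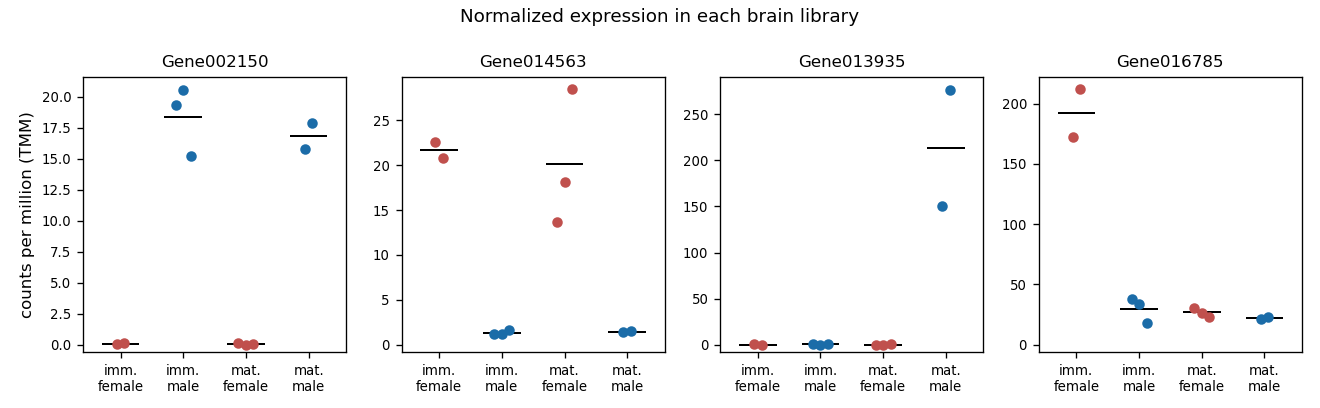
CPM, normalized by TMM, of 4 genes in each library, as points by sex and stage, with the group mean as a line. Gene002150 separates males from females at both stages, while Gene013935 is high in the mature males alone.

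Whether the difference between the stages itself differed between the sexes was tested as an interaction. The quasi-likelihood test of edgeR called 0 genes (798 with an unadjusted p under 0.05), the likelihood ratio test 14 and DESeq2 31. No gene on the list for sex determination and dosage compensation was called in any comparison, over all genes tested or adjusted over the list alone, by either test of edgeR. For Pfam domains between the sexes, the quasi-likelihood test supplied no gene with a domain, so nothing was tested from it. CRAL_TRIO was called from the likelihood ratio test (4 of 20 genes higher in males, adjusted p = 0.0022). The 7 gene lists all passed limma's camera over both stages, with the cuticle list higher in males and the other 6 lower. The median log2 fold change of the muscle list was 0.14 in immature and -0.47 in mature brains. That of the cuticle list was 1.93 and -0.06, and that of the haemocyanin list -4.29 and 2.21. Cuticle genes held 0.7498% of the counts in immature male 1 but 0.2791% and 0.07726% in immature males 2 and 3. In immature females 2 and 3 they held 0.1115% and 0.2686%, so by share the sexes overlapped. Haemocyanin genes held 1.577% of the counts in immature female 3 and 0.2598% in immature female 2, against 0.01761% to 0.07903% in immature males. They held 0.306% in mature male 2 but 0.01206% in mature male 3, within the range of the mature females (0.01045% to 0.03724%), so the value for mature brains rests on 1 library. Without immature female 3, camera gave the muscle and neuronal lists the opposite direction, and neither was called. Under fry only the list of ecdysone and moulting genes passed (adjusted p = 0.0236).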

The R-script has been archived on Zenodo (Data file 8).

## Limitations

Following read processing and quality assessment, two libraries (immature female 1 and adult male 1) were excluded from further analysis due to low sequence coverage. This limits the power to detect differential expression in the corresponding comparisons. 

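In the groups left with 2 libraries, the totals were 11575912 and 9113481 reads for immature females 2 and 3, and 9960884 and 9620026 for mature males 2 and 3. In the groups with 3 libraries, they ranged from 5014354 to 8647455 in immature males and from 3481348 to 11789754 in mature females. The smallest library, mature female 2, was therefore in a group from which no library had been excluded.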

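Recovery was measured on counts simulated for the 24930 tested genes, with means, library sizes and spread fitted to the real libraries. In these counts 200 genes were changed. Recovery after adjustment of p depends on how many genes change, which is not known for the real libraries. The percentages therefore hold for 200 changed genes and are not the power of the real comparisons. Of genes changed 4-fold, edgeR's quasi-likelihood test recovered 0 in each comparison. The likelihood ratio test recovered 8% of them between immature and mature females and 57% in the comparison over both sexes, with 55 and 107 false calls. Of genes changed 16-fold, the quasi-likelihood test recovered 27% in females, 29.5% in males and 63.5% over both sexes. Between the sexes it recovered 29.5% in immature brains, 25% in mature brains and 70.5% over both stages, and 0% in the interaction. At this fold the likelihood ratio test recovered between 39.5% (interaction) and 93.5% (male against female over both stages), with between 89 and 156 false calls per comparison. The paper reasons from the exclusion of 2 libraries that the power was limited in the corresponding comparisons.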

The quality of the transcriptomes could be improved by coupling these data with long-read sequencing data in future work. Since the completion of this study, the CEGMA annotation database has been discontinued. The TFLOW software package was developed in the Python2.7 programming language which is no longer actively supported. Archival versions of Python2.7 may be utilized to execute TFLOW, or conversion of this software to a currently-supported version of Python can be performed using a python version-update package.

## Data Availability

The data described in this Data note can be freely and openly accessed on the NCBI SRA database under accession number SRP302932 (https://identifiers.org/ncbi/insdc.sra:SRP302932); the NCBI TSA database under BioProject accession number PRJNA694130 (https://identifiers.org/bioproject:PRJNA694130; full accession list in Table 1); and the NCBI GEO database under accession number GSE168766 (https://identifiers.org/geo:GSE168766) [45–57]. The computational pipeline utilized for transcriptome assembly and quality assessment is available through Zenodo under DOI: https://doi.org/10.5281/zenodo.3817475 [58]. The scripts utilized for clustering and differential expression analysis are available through Zenodo under DOI: 10.5281/zenodo.4330738 [59]. Please see Table 1 and references [45–59] for details and links to the data.

## Abbreviations

CEGMA: Core Eukaryotic Genes Mapping Approach
BUSCO: Benchmarking sets of Universal Single-Copy Orthologs
BLAST: Basic Local Alignment Search Tool
BWA: Burrows–Wheeler Aligner
CDS: Coding sequence
FDR: False discovery rate
GO: Gene Ontology
GEO: Gene Expression Omnibus
Imm: Immature
KEGG: Kyoto Encyclopedia of Genes and Genomes
logCPM: Log counts-per-million
logFC: Log fold-change
LR: Likelihood-ratio
Mat: Mature
mRNA: Messenger RNA
NCBI: National Center for Biotechnology Information
Pfam: Protein family
TMM: Trimmed mean of M-value
RNA-seq: RNA sequencing
TSA: Transcriptome Shotgun Assembly
SRA: Sequence Read Archive

How the deposited data were processed for this re-analysis (not part of the article)

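RNA from the brains of individual wolf spiders was measured in 10 libraries of immature and mature males and females. Groups were taken from the sample labels, with 2 immature female, 3 immature male, 3 mature female and 2 mature male libraries. The 2 libraries that the authors excluded were not analysed here.

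The authors trimmed the reads, assembled them without a reference genome, predicted coding sequences and grouped these into genes. They aligned the reads to the coding sequences with BWA-MEM and deposited the number of reads per gene and library as counts, without normalization. The counts were whole numbers with a different total in each library, from 3481348 to 11789754. The paper's text does not say how reads on several genes, mates or strand were handled. The authors also deposited an annotation of each gene. In 14278 of 25943 annotated genes the entries stood 1 column to the left of their headings and were moved back. The assembled sequences, the reads and the authors' table of differential expression were not used here.

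Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered by filterByExpr with a minimum count of 10, which left 24930 of 25922 genes, and normalized by TMM. The main test was edgeR's quasi-likelihood F test in a model with 4 group means and no other term. Comparisons over both sexes or both stages used the mean of the group means. Benjamini-Hochberg adjusted p under 0.05 was the threshold throughout. The paper's likelihood ratio test in edgeR was an alternative. The paper's text names neither a filter, a threshold nor the dispersion functions.

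Pfam domains on at least 5 tested genes were examined by a one-sided Fisher's exact test among tested genes with a domain. The 7 gene lists (muscle, neuronal, venom, haemocyanin, cuticle, ecdysone and moulting, sex determination and dosage compensation) were matched on names in the annotation and tested by limma's camera on log2 CPM with a prior count of 2, and by fry. The pattern for a list can also match an unrelated protein with a similar name, and the lists were kept as first written.

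The genes named were chosen by a rule. For each comparison and direction it takes the 2 called genes with the lowest adjusted p that have non-overlapping groups and a match to a known protein, or else the 1 called gene with the lowest adjusted p. For the interaction it takes the 2 genes with a match and the lowest adjusted p. Called genes on the lists for sex determination and for ecdysone would be named as well. Where no gene was called, the 1 gene with a match and the lowest adjusted p is given as not called, with ties broken by the unadjusted p. Other genes were chosen after their values were seen, namely Gene002151, Gene017521, Gene017604, Gene001810, Gene004564, Gene000485, Gene003610, Gene001739, Gene010232, Gene010666, Gene004610 and the hormone receptors.

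The groups, tests, lists, the rule for named genes and most alternatives were set before the data were examined. Those alternatives were the likelihood ratio test, DESeq2, RLE size factors, no filter, a mean of at least 1 CPM, a replicate block, thinning to 3481348 reads, a model of the 2 groups compared, Pfam domains on at least 10 genes, fry, and leaving out each library in turn. Another 3 were added after seeing the data, namely the likelihood ratio test with the dispersion functions of older edgeR releases, the newer dispersion estimate of the quasi-likelihood test, and 1 gene per contig.

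The tests were tested on simulated data for 24930 genes with 200 changed. The recovered changes had the simulated direction, except that 1 recovered gene per setting was allowed to have the other one, a tolerance set after the output was seen. Principal components were computed from log2 CPM. Lists were compared with 10000 random lists matched on mean expression. Each count of calls over all libraries was compared with 100 splits of the libraries that included the real one. The precision of every comparison is limited by 2 or 3 spiders per group.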

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

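All tests in this part were chosen after the libraries that stood apart had been seen, except the test of the share of ecdysone and moulting genes and that of the haemocyanin list on the first principal component, which were planned. For each measure, the highest or lowest library was compared with the others of its stage and of its sex. Of 44 such groups, 8 held a library whose gap to its nearest neighbour passed Dixon's critical value, while chance gives about 1 in 20, or 2.2 here.

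Mature female 2 had the lowest total among the mature libraries, 3481348 reads, and the fewest genes detected among the female libraries, 25061. After thinning all libraries to one total, it detected 24453 of the tested genes and the gap relative to the range, 0.238, was no longer past the critical value of 0.71. Library size therefore covers the number of genes detected. No explanation was tested for the low total itself, biological or technical.

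Immature female 2 had the highest TMM factor among the immature libraries, 1.1078. Without the 100 most abundant genes its factor was 0.995 and the gap fell to 0.273 of the range. A candidate explanation is that a smaller share of counts went to a few abundant genes in this library, where the 10 most abundant genes took 10.29%. The values go against sex as its cause, since the other immature female, at 1.0043, lay within the range of the immature males (0.9911 to 1.0131).

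The share of counts on ecdysone and moulting genes was highest among female libraries in immature female 2, at 0.2957%. The median weight of this list on the first principal component lay at percentile 33.26 of random lists, but its members go both ways, so this decides nothing. The share was also high in immature male 1 (0.2375%) and immature male 3 (0.2854%), against 0.1252% to 0.1532% in the other 7 libraries. These 3 libraries also had the lowest scores on that component. The immature spiders were at an unknown time before their molt, and a difference in that time may underlie the gap, which stays open.

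The share of counts on haemocyanin genes, which are made by blood cells, was 1.577% in immature female 3, apart from both the immature and the female libraries. It was 0.306% in mature male 2, apart from the mature and the male libraries. In immature female 3, 37 genes matching other blood cell genes of Drosophila had a median log2 difference of 0.78 from the mean of the other libraries, at the 100th percentile of random lists, and 32 of them were higher. The most abundant of them in the mature libraries, Gene010666 (Pxn), was not raised in immature female 3, at 291.6 CPM against up to 482.6 in another library. Gene004610 (Hml) was at 349.7 CPM, below immature male 1 at 611.1. Blood cells in this sample may contribute, but all 37 genes also passed the filter across the brain libraries and are no markers of blood alone. In mature male 2 the same genes lay at percentile 59.91, which gives no support to that explanation and does not exclude it. On the first principal component the haemocyanin list lay at percentile 46.61, with members that go both ways. Apart from blood cells in the sample, no explanation was tested for either library.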

How the results depend on the processing

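The likelihood ratio test with older dispersion functions, the newer dispersion estimate and 1 gene per contig were chosen after seeing the data, and the other alternatives were set before. Counts are given in the order females, males and both sexes for immature against mature, then immature, mature and both stages for male against female, then the interaction. The quasi-likelihood test of edgeR gave 0, 2, 0, 8, 10, 10 and 0 genes, with 2607, 1856, 3770, 1499, 616, 1110 and 798 at an unadjusted p under 0.05.

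The choice of test moved the counts most. The likelihood ratio test gave 294, 129, 645, 141, 45, 94 and 14 genes, and all genes of the quasi-likelihood test were among them. DESeq2 gave 376, 255, 742, 234, 54, 123 and 31. The likelihood ratio test with older dispersion functions gave 400, 488, 791, 446, 67, 209 and 99. On simulated data the likelihood ratio test also made between 39 and 156 false calls per comparison, where the quasi-likelihood test made at most 5. The newer dispersion estimate gave 34 genes for immature against mature over both sexes, and each of its other counts was within 1.5 times.

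RLE size factors moved no count by over 1.5 times. Without a filter on low counts, and with a mean of at least 1 CPM, 5 genes were called between immature males and females, and the other counts moved less. Thinning to the smallest total gave 1 gene between the stages over both sexes and 1 between immature males and females. With 1 gene per contig, 6 genes were called between the sexes over both stages. A model of the 2 groups alone gave 1, 0, 25 and 0 genes for the first 4 comparisons and 9 and 11 for the next, and no interaction can be fitted in it. The causes of these changes were not tested, except that 1 gene per contig tests fewer genes by construction.

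The fit with the replicate number as a block (replicate block) gave 1, 0, 31, 0 and 2 genes for the first 5 comparisons and 7 and 0 for the others. The numbers did not pair the samples. Over 13 pairs of libraries with the same number, the correlation of deviations from the group means ran from -0.361 to 0.302, and 5 pairs were above 0.1.

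Leaving out 1 library at a time gave the following ranges, where a lone library is assumed to vary like the other groups. Immature against mature ranged from 0 to 43 genes in females, from 0 to 112 in males and from 0 to 293 over both sexes. Male against female ranged from 2 to 136 in immature brains, from 3 to 42 in mature brains and from 7 to 39 over both stages, and the interaction from 0 to 7. The highest count came without immature male 2 in males (112), over both sexes (293), in immature brains (136) and over both stages (39). It came without immature female 3 in females (43), and without mature male 3 in mature brains (42) and the interaction (7). The lowest count came without immature male 1 or immature male 3 in immature brains (2) and without mature female 1 in mature brains (3). Without immature female 3, 24 genes were called between immature males and females, and without mature male 3, 48 between stages in males. Other single libraries moved the smaller counts by over 1.5 times within these ranges.

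Pfam domains called between the stages numbered 0 from the quasi-likelihood test, 4 from the likelihood ratio test, 10 from DESeq2, 1 with the replicate block and 1 with the model of 2 groups, and from 0 to 2 without 1 library, with 2 without immature male 2 and 1 without mature male 3. Between the sexes they numbered 0, since no gene called had a domain, with 1 from the likelihood ratio test and 1 from DESeq2, and 0 without any 1 library. A minimum of 10 genes per domain could not move either 0. Gene lists called between the stages numbered 3 by camera and 0 by fry, and from 2 to 4 without 1 library. Between the sexes they numbered 7 by camera, 1 by fry and 4 after thinning, and from 2 to 7 without 1 library. They numbered 4 without immature female 2 or mature female 3, 3 without immature female 3 and 2 without mature male 2.

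Each named gene kept its direction in each fit. In 216 pairs of a gene and an alternative the gene stayed on its side of the threshold, in 36 it was no longer called and in 19 it was called where it had not been. Gene002150 between the sexes over both stages was called in all 10 fits without 1 library, with adjusted p up to 0.00311. Gene016785 between immature males and females was called in 1 of them, with adjusted p up to 0.154.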

Other observations

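Tests chosen only after the result was seen were the molt cycle test, the absolute weights of the gene lists, the tests of mislabelling read from 5 genes and from genes called in every fit, the test of reading frames behind called genes and that of phototransduction genes. The remaining tests were planned before their results.

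Other splits of the 10 libraries were used to ask whether chance could give as much. Each count below is out of 100 splits, the labelled one included. Where the labelled count is 0, all 100 splits reach it and nothing is tested. This holds for the Pfam domains of both comparisons and for the genes that the quasi-likelihood test called between the stages. For immature against mature over both sexes, 6 splits gave as many genes as the 645 of the likelihood ratio test and 38 as many gene lists. For male against female over both stages, 19 splits gave as many genes by the quasi-likelihood test and 26 by the likelihood ratio test. Chance is not excluded for these 4 counts. The number of gene lists called between the sexes, 7, was reached by only 1 split, the labelled one, against a median of 2 in the others. That count is every list tested. It fell to 4 without mature female 3, to 4 after thinning and to 1 by fry. It also fell without mature male 2, immature female 3 or immature female 2, fits that leave 1 library in a group. Chance is therefore made unlikely only for the full set of libraries under camera. The correlation across genes of the stage differences in females with those in males, 0.458, was also reached by only 1 split, the labelled one. The highest of the other splits gave 0.4477, so chance is made unlikely for this correlation by a narrow margin only. From the fold changes fitted by edgeR the labelled correlation was 0.4015, which was not compared with other splits. A count of 1 in 100 is the lowest that these splits allow, and several measures were compared without adjustment. Genes are not independent replicates. The matching correlation of sex differences between the stages, 0.119, was reached by 19 splits.

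For immature against mature over both sexes, camera gave adjusted p of 0.607 for the ecdysone and moulting list, 0.144 for haemocyanin, 0.193 for venom and 0.585 for sex determination and dosage compensation. The median of the ecdysone and moulting list was 0.03 while its mean was -0.35, and camera gave the direction of the mean. Between the sexes over both stages, the median log2 fold changes were 0.83 for cuticle, -0.16 for ecdysone and moulting, -1.48 for haemocyanin, -0.12 for muscle, -0.13 for neuronal, -0.19 for sex determination and -0.60 for venom.

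The first principal component held 32.72% of the variance. The mature libraries scored between 22.28 and 68.21. The immature ones lay far apart, with immature male 3 at -131.2, immature male 1 at -90.64, immature female 2 at -76.99, immature female 3 at 14.03 and immature male 2 at 45.31. In all, 12 tests of this pattern were run, 10 planned and 2 afterwards. The absolute weights of lists other than ecdysone and moulting were read afterwards too and are not among these. The tables speak against a pair of explanations. Library size would change the scores on thinning, and they followed the full ones with a correlation of 0.9993. Coding length had a Spearman rho of -0.0524 with the weights across genes. Leaving out the 100 most abundant genes moved nothing (correlation 1), as each gene counts alike on the log2 scale, so that test says nothing about a few genes taking most of the counts.

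A change in the share of certain genes stays open. The median weight of the cuticle list lay at the 100th percentile of random lists, the muscle list at percentile 99.99 and the neuronal list at the 100th, all towards the mature side. The venom list lay at percentile 47.27, with members that go both ways, which decides nothing. By absolute weights, a measure chosen afterwards, the venom and cuticle lists lay at the 100th percentile, the muscle list at percentile 86.16 and the neuronal list at 56.46. A change within the venom list therefore stays open too. The time to the next molt was unknown for immature spiders, so different phases of the molt cycle may separate them. The test of this cannot decide it. The absolute weights of the ecdysone and moulting list lay at percentile 16.42, but a median over the list is blind to a change in a few members. Many members match Kr-h1 and have other zinc finger proteins as their Swiss-Prot match. The planned test of that list (percentile 33.26) decides nothing either, since its members go both ways. Single members nevertheless differed widely, as seen in values chosen afterwards. Gene001811, with a best match to Hr4, was at 143.4, 505 and 668.2 CPM in immature female 2, immature male 1 and immature male 3, at 1.421 and 1.337 in immature female 3 and immature male 2, and between 1.929 and 5.128 in mature libraries. These members were picked for the pattern, so they test nothing.

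A wrong stage label also stays open. Among the 126 splits of the libraries into 5 and 5, the labelled stages ranked 2 by genes separated completely, with 848 genes (3.4%, where chance gives 0.794%). The first split, with 1202 genes, exchanged immature male 2 and mature female 3. This test was planned and came out on the side of a wrong label. A later test, chosen after that result, read each library from 5 genes chosen without it. In the libraries placed worst, immature female 3 and immature male 2, 0 of the 5 genes gave the labelled stage. Immature female 2, immature male 1 and mature male 3 had 2 of 5, so this reading misplaced 5 of the 10 libraries and is weak evidence on any of them. In mature female 3, 5 of 5 did, which argues against an exchange of that pair. An exchange of their whole labels would also exchange their sexes. Gene002150 was at 20.55 CPM in immature male 2 and 0.09027 in mature female 3, Gene003610 at 17.88 and 0, and Gene014563 at 1.169 and 28.43. These values lie with the labelled sexes and argue against an exchange of whole labels. They do not bear on an error of stage alone. Other values go against a wrong label of immature male 2 or immature female 3. Gene017521 was at 0.3341 and 0.4373 CPM in them and between 32.48 and 258.6 in mature libraries, and Gene010232 at 15.2 and 15.85 against at most 1.181. Both genes were chosen for their difference between the stages with these libraries included, so they exclude nothing. Different phases of the molt cycle would also give this outcome and remain as an alternative.

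For the genes called between the sexes over both stages, a wrong sex label was tested in 3 ways. The planned test scored each library on the genes called without it, and 9 of 10 fell on the side of their label. Immature male 2 fell on the female side, with 39 genes, so a wrong label for it remains possible by that test. Of 50 readings from 5 genes chosen without each library, 43 gave the labelled sex, with 3 of 5 in each of immature male 2, immature female 2 and immature female 3. The third, 6 genes called in all 10 fits without 1 library, separated all libraries by their label. All 6 were also called in the fit without immature male 2, where its values lay with the males. In that library Gene002150 was at 20.55 CPM against at most 0.1093 in females, Gene003610 at 17.88 against at most 0.3122, Gene001739 at 56.64 against at most 4.609 and Gene014563 at 1.169 against at least 13.72. These values go against a wrong sex label of immature male 2. They come from the genes with the clearest difference, so they do not exclude it. Of the 39 genes called without that library, 11 gave its labelled sex, but only 9 of the 39 are called when it is included. The others may follow something else that sets it apart from the other immature males, so the planned test is weak evidence of a wrong label.

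The 10 genes called between the sexes over both stages lay on 7 contigs, so several reading frames of one contig count as separate genes. Genes on one contig changed together, with a median correlation of 0.78 across libraries for overlapping genes on opposite strands and also for genes that did not overlap, against 0.036 for random pairs. For 1456 frames nested in a longer frame on the opposite strand, the count was 0.719 of what an equal split of the shared stretch predicts (quartiles 0.558 and 0.89). A split of the reads of one transcript between frames may therefore explain much of the shared change in overlapping pairs. It does not reach pairs without overlap, for which one shared transcript was not tested.

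Gene016785 (Arr2) and Gene001810 (ninaE, an opsin match, chosen after its values were seen) were higher in immature females than in immature males. The other 26 genes matching Drosophila phototransduction genes had a median log2 fold change of -0.36 in immature males against immature females, at percentile 0.03 of random lists, and 19 were lower in males. In immature females the most abundant of them was Gene004564 (Rh6), at 620.76 and 968.26 CPM, with a log2 fold change of -2.575. Gene000485 (norpA), at 368.44 and 665.63 CPM, did not share the difference, with a log2 fold change of -0.06. Eye tissue in the immature female samples is a candidate explanation. A difference between the sexes in the expression of these genes was not tested apart from it, and only 2 immature females were measured.

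The interaction called 0 genes by edgeR's quasi-likelihood test, 14 by the likelihood ratio test and 31 by DESeq2. Gene013935 and Gene013936 (Venom protease match) were taken as the genes with a match and the lowest unadjusted p, since the adjusted p was 1 for all genes by the quasi-likelihood test. By the likelihood ratio test it was 1.58e-06 for Gene013935 and 4.64e-07 for Gene013936.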
